A study of Mus musculus with 115 samples. Its data were reported in "Tracking disease progression by searching paths in a temporal network of biological processes" (2017).

How the data were processed

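Total RNA from mouse spleen was labelled with Cy3 by linear amplification and hybridised to Agilent one-colour arrays. The file of 1 array was used, LFC day 1 replicate 2 (replicates were numbered in accession order), and the other 114 samples were not analysed here. Per the file headers, the deposited spot values are intensity values made with Agilent Feature Extraction 10.5.1.1 from a scan at 5 µm, while the labels' processing notes name Agilent Feature Extraction 9.1. Feature Extraction subtracted a fitted spatial background from the mean pixel intensity of each spot and then divided by a fitted polynomial surface of degree 4, the multiplicative detrend. Per the file headers, this surface is deposited as a ratio for each spot, and it ran from 0.0159 to 1.64 over the array. Spots not above background received a surrogate value. The authors' later normalization in GeneSpring GX was made after this step and was not used here. Because the processed signal is divided by the surface, spots at the edge of the array were raised by large factors, together with their noise.

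The array had 532 rows and 85 columns of spots, 45220 in all, of which 153 were negative and 1264 positive controls. Control spots were left out, as were 1337 non-control spots (3.05%) that Feature Extraction marked as non-uniform or population outliers, by which 1222 probes lost every spot. Saturated spots were kept. Of the 9 quality metrics with a stated range, 3 were out of range, namely the share of non-uniform spots (2.99%), the median coefficient of variation of spike-in probes (32.9%) and that of non-control probes (33.1%). The spike-in dose response had a slope of 0.945 and an R squared of 0.989.

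A probe was called detected when Feature Extraction's well-above-background flag was set in the majority of its remaining spots or in an equal number of them, and a saturated probe was defined in the same way. Spots of one probe were averaged. The gene name column of the file was empty, so genes were named by matching the accession of each probe, without version, to RefSeq annotation of assembly GRCm38.p6. This matched 28136 of 40628 probes to 1 symbol and none to several, and 12492 probes stayed unnamed, 11402 of them with a predicted-transcript accession (XM or XR). The genome build of the array design is not given in the sources used here, and no coordinates are reported. A gene was detected when any of its probes was, and different probes of a gene are given separately or as a range.

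The level of a gene is the processed signal with Feature Extraction's own error. That error follows from a model with a multiplicative term of 0.1 and holds no variation between animals. For bright spots it is mostly near 0.1 of the signal, below the median coefficient of variation of 26% between spots of 1 probe. For some probes at a low detrend surface it was smaller still, such as Rpl13a with 78.0 at a signal of 1760. The log2 level relative to the 75th percentile of all kept probes was also computed. No probe's level was set against that of another probe. The 25 gene lists were fixed before the data were examined. A list member was looked up by its symbol and, where that is no longer current, by an older symbol that points to 1 gene, which applied to Hist1h2bc (H2bc4) and Hist1h2bk (H2bc12). Each list's detected share was described by its percentile among 10000 random lists of as many named genes (seed 20), with ties counted at mid-rank, which describes this array and is not a p-value. Named genes were the first 4 measured members of each list. To these were added the undetected members of spleen lists, the detected members of lists of other organs (at most 4), the first 4 undetected genes of the study's lists, and genes with a saturated probe that are in a list, since more than 30 genes had one. Some genes that this rule names are not reported here, although the list counts include them. All genes named outside this rule are marked as such.

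Alternatives were other detection rules (the positive-and-significant flag, the 95th percentile of negative control spots, normexp with offset 50), outlier spots kept, detection by all probes, current symbols alone, random lists matched on probes per gene, any saturated pixel, and other scalings. A signal of at least 2 times background, removal of spots with a detrend surface under 0.5, and the spread of probes printed in 2 spots were added after the data were examined. The outer zone was the outermost 10% of rows or columns at each side and the central zone the middle 50% of both, set after a map of the signal had been seen. On simulated data with 19000 genes, 5% of random lists of 14 genes lay above the 95th percentile. Of lists of 14 genes with a planted detected share of 98%, 97% did. Other list sizes and detection rules were not simulated. A simulated coefficient of variation of 25% over 10 spots was recovered as 23.5%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1 were used.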

Results

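Gene expression was measured in the spleen of C57BL/6J mice on one-colour Agilent arrays, in an experiment that followed a low-fat control diet (LFC) and a high-fat diet (HFC) over days 1, 6, 10 and 14 and weeks 0, 3, 6, 9, 12, 15 and 18. From week 3 on, 3 further groups were fed the high-fat diet together with KAL-1, a botanical formulation, at 5, 20 or 75 µg (HF5, HF20 and HF75), while the HFC groups received none. The labels place 115 samples in 40 groups, 35 with 3 samples and 5 with 2 samples. There are 32 LFC, 32 HFC, 17 HF5, 17 HF20 and 17 HF75 samples. The design asks how the spleen changes with the high-fat diet over time and how KAL-1 at each dose alters that response. Only 1 array was used here, LFC day 1 replicate 2, on the diet with 10% of calories from fat. The labels give neither the sex nor whether RNA of several animals was combined for an array. The other 114 samples were not analysed here, so no diet, dose or time comparison is given, there is no error between animals, and no p-value is reported. The values below describe which transcripts this LFC day 1 spleen showed above background, and the number of arrays limits their precision.

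The array held 40628 non-control probes, of which 28136 (69.3%) carried an accession that matched a gene symbol. After removal of outlier spots 39406 probes were left, and 26043 of them (66.1%) were well above background. The probes with a symbol covered 19042 genes, of which 13687 (71.9%) were detected by at least 1 probe. Among the 6547 genes with several probes, the probes of 1561 (23.8%) disagreed, with at least 1 above background and at least 1 not. The 75th percentile of the processed signal was 770 and the median was 53.0. The lowest background-subtracted signal called well above background was 11.3, over a median background of 31.

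The lymphocyte transcripts of the spleen were almost all detected. All 14 measured B cell genes were well above background, a share at the 99.6th percentile of random lists of the same size. Cd79b, a signalling chain of the B cell receptor, had a processed signal of 31385 ± 3138 (Feature Extraction error, as for all signals below), or 5.35 above the 75th percentile on the log2 scale, and its partner Cd79a had 511 ± 51.1. The probes of Cd22, an inhibitory receptor of B cells, gave 4341 ± 434 and 153 ± 15.5. All 8 plasma cell genes were detected (96.4th percentile). For any fully detected list, here and below, the percentile is the highest that its size allows. It therefore does not rank the cell types. Jchain, which joins the subunits of polymeric immunoglobulins, had 1 saturated probe and 1 probe at 15409 ± 1541. Xbp1, Prdm1 and Sdc1 had signals of 2701 ± 270, 205 ± 21.2 and 347 ± 34.7. Of the 15 T cell genes, 14 were detected (97.4th percentile), with Cd3d at 6169 ± 617, Cd3g at 1722 ± 172 and Cd3e at 250 ± 25.7, all subunits of the T cell receptor complex. The 3 probes of Cd247 lay between 20.1 and 195. Foxp3, the transcription factor of regulatory T cells, was not well above background on its probe, which lay where the detrend surface was 0.306. Low surfaces also occurred for detected genes, such as 1 probe of Klrb1c at 0.267, and for undetected genes of other organs, such as Ckm at 0.157. A low surface therefore did not prevent detection of a bright spot such as that of Klrb1c. The call follows the background-subtracted signal, which was 9.25 for Foxp3, under the lowest value called well above background, 11.3. Its processed signal was 30.2 ± 4.06, above the lowest processed signal of a spot well above background, 7.13. A low level of Foxp3 thus cannot be told apart from its place on the array. All 10 NK and cytotoxic genes were detected (98.2nd percentile), among them Klrd1 at 2677 ± 268, Ncr1 at 403 ± 40.4 and Klrk1 at 159 ± 16. The 2 probes of Klrb1c gave 694 ± 39 and 27.2 ± 3.48.

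Transcripts of macrophages, granulocytes and blood cell precursors were likewise detected. Of the 16 measured macrophage and monocyte genes 15 were well above background, at the 98th percentile of random lists. Slc40a1, the iron exporter ferroportin, had a signal of 16820 ± 1682. The 2 probes of Spic, a transcription factor of red pulp macrophages, gave 3552 ± 355 and 121 ± 12.6. The probes of Vcam1 gave 16674 ± 1667 and 441 ± 44.1, and those of Adgre1 gave 9403 ± 940 and 40.8 ± 4.39. Neither probe of Siglec1 was well above background, with detrend surfaces of 0.103 and 0.643. Of the 10 dendritic cell genes 9 were detected (89.2nd percentile), with Itgax at 3464 ± 346 and Flt3 at 55.3 ± 6.18, while the 4 probes of Zbtb46 lay between 13.4 and 285. Cd209a was not well above background, with a signal of 15.8 ± 3.05 and a detrend surface of 0.459. All 9 measured neutrophil genes were detected (97.4th percentile). S100a8, S100a9 and Ltf, which encode abundant granulocyte proteins, were saturated, Mpo had a signal of 47141 ± 4714, and the 2 probes of Elane gave 1806 ± 181 and 715 ± 71.5. All 11 measured erythroid genes were detected (98.8th percentile). Hba-a1, an alpha chain of adult haemoglobin, was saturated, and Gata1, Klf1 and Epor had signals of 3423 ± 342, 10310 ± 1031 and 13373 ± 1337. All 8 measured megakaryocyte and platelet genes were detected (96.4th percentile), with the platelet chemokines Pf4 at 2605 ± 261 and Ppbp at 1300 ± 130, Itga2b at 292 ± 18.4 and Gp1ba at 182 ± 18.3.

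All 16 measured genes of splenic stroma and endothelium were detected, at the 99.7th percentile of random lists, although only 13 had a spot signal of at least 2 times background. Cxcl13, a chemokine that draws B cells to follicles, had a signal of 104 ± 10.8, Madcam1 had 50.4 ± 4.08 and Nkx2-3 had 86.4 ± 8.81. The 2 probes of Ccl19 gave 3580 ± 358 and 239 ± 24.1. Of the 14 measured proliferation genes 13 were detected (96.3rd percentile). The 2 probes of Ccnb2 gave 26947 ± 2695 and 10033 ± 1003, the 3 probes of Ccnb1 lay between 1191 and 1826, the probes of Top2a gave 5809 ± 581 and 220 ± 22.1, and those of Cdk1 gave 3034 ± 303 and 19.1 ± 2.76. Aurka was not well above background, on a probe where the detrend surface was 0.205. All 10 measured housekeeping genes were detected (98.1st percentile), with Rplp0 saturated, Gapdh at 18058 ± 1806, Actb at 1076 ± 108 and the 2 probes of Tbp at 236 ± 23.7 and 253 ± 25.3. Over all 12 lists of spleen cell types and processes, 137 of 141 measured genes (97.2%) were detected. All 141 were detected with the positive-and-significant flag, the negative control percentile or normexp, but these rules also detected 86.4 to 88.3% of all genes, and under normexp the percentiles of the lists fell, for plasma cells to 81, for megakaryocytes and platelets to 81.4 and for neutrophils to 83.5. Those values are the highest that fully detected lists of 8 or 9 genes could reach under that rule. Detection also held for 121 of the 122 measured after removal of spots with a detrend surface under 0.5. This removal also took out the undetected genes Foxp3, Cd209a and Aurka, so the higher share is no sign of firmer detection.

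**Figure D1:**
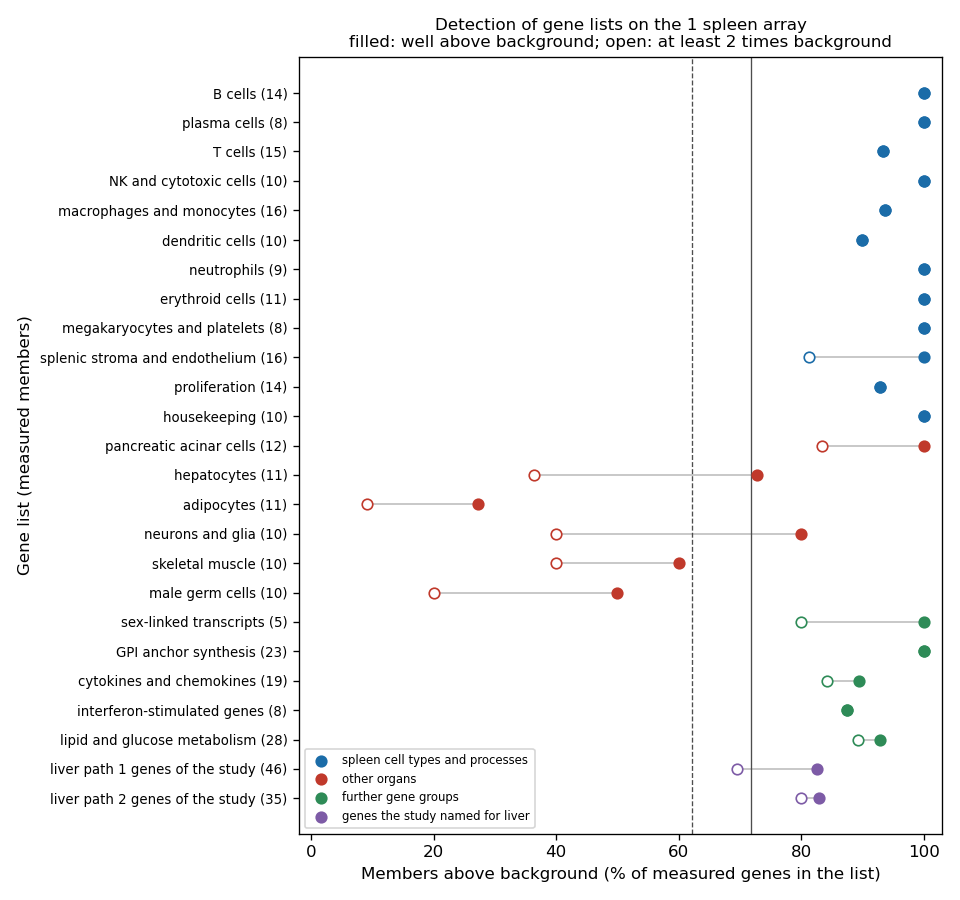
Share of the measured members of each gene list above background on the 1 LFC day 1 array, in percent on the horizontal axis, with the number of measured members beside each list name. Filled points show members well above background and open points members with a spot signal of at least 2 times background (hidden where both are equal), the solid line shows 71.9% and the dashed line 62.2% of all genes by the same rules, and the lists of other organs except pancreatic acinar cells lie left of the dashed line by the second rule.

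Genes typical of other organs were detected less uniformly, with 42 of 64 measured (65.6%) well above background and 25 of 64 (39.1%) at 2 times background or more, a rule chosen after the data were examined. Adipocyte genes were detected in 3 of 11 cases, at the 0.15th percentile of random lists. These were Plin4 at 58.7 ± 5.50, Cidec at 14.8 ± 2.30 and Fabp4, whose 3 probes lay between 9.22 and 854, while the adipokines Adipoq and Lep and the lipid droplet protein Plin1 were not well above background. With the more permissive positive-and-significant flag 9 of 11 adipocyte genes were detected, at the 31.1st percentile, which was no longer the lowest among the lists of other organs. Of the 10 male germ cell genes 5 were detected (7.66th percentile) and 2 at 2 times background (0.495th percentile). The 5 included Tnp1 at 54.2 ± 4.2, Ldhc at 170 ± 17.4 and the 3 probes of Prm1 between 44.4 and 404, but not Prm2 or Tnp2. Gapdhs was above background on 1 of its 2 probes (16.3 ± 2.39, the other 2.58 ± 2.58). Of the 10 skeletal muscle genes 6 were detected (20.6th percentile), but 3 with all probes required (2.07th percentile). Myh2 was above background on 1 of its 3 probes, Myh1 was above background on 1 of its 2 probes (57.2 ± 5.47, the other 11.1 ± 4.08), the probes of Tnnt3 gave 48.1 ± 5.19 and 25.1 ± 3.10, and Tnni2 had 1931 ± 193, whereas Acta1, Ckm and Myh4 were not well above background. Of the 11 hepatocyte genes 8 were detected (51.1st percentile), but 4 at 2 times background (4.74th percentile). Alb had a signal of 271 ± 27.1, Apoa1 of 13 ± 2.66 and Fgb of 106 ± 10.8, the 2 probes of Apoa2 gave 63.7 ± 6.85 and 22.3 ± 2.68, and Ttr was not well above background. Of the 10 genes of neurons and glia 8 were detected (69.1st percentile), and Snap25 was not. This fell to 4 genes at 2 times background (8.46th percentile) and to 4 with all probes required (7.14th percentile). Syt1 was above background on 1 of its 5 probes and Gfap on 1 of 2, the 3 probes of Mbp lay between 8.48 and 8305, and the 2 probes of Gad1 gave 95.6 ± 9.84 and 41.3 ± 4.51. All 12 measured genes of pancreatic acinar cells were well above background, at the 99.0th percentile, with Prss2 at 203 ± 20.6, Cela1 at 635 ± 63.5, Cela2a at 16.4 ± 2.92 and Cela3b at 276 ± 27.7. At 2 times background, 10 of these 12 genes remained.

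The percentiles of the further gene groups depended in part on list size. A fully detected list could not exceed the 90.6th percentile with 5 genes or the 99.98th with 23. All 23 measured genes of glycosylphosphatidylinositol (GPI) anchor synthesis, a group that the study discusses for liver, were well above background (99.98th percentile) and at 2 times background. Pigc, which the study names for this process in liver, was not measured, because all its spots were outliers (named outside the rule). The 2 probes of Piga, part of the enzyme of the initial step, gave 2507 ± 251 and 405 ± 40.5, those of Pigb gave 27.1 ± 3.23 and 20.2 ± 2.94, Pigf had 1041 ± 104 and Pigg had 109 ± 11.6. Of 28 genes of lipid and glucose metabolism 26 were detected (99.6th percentile), with Pparg at 1309 ± 131, the fatty acid transporter Cd36 at 1345 ± 134 and the 2 probes of lipoprotein lipase, Lpl, at 835 ± 83.5 and 214 ± 21.6, while Ppara was not well above background. Of 19 cytokines and chemokines 17 were detected (95.7th percentile), with Il1b at 4576 ± 458, Tnf at 360 ± 36, Il6 at 53.9 ± 5.63 and Il10 at 69.8 ± 7.36. Of 8 measured interferon-stimulated genes 7 were detected, at the 81.9th percentile, which was 43 with normexp. Ifit1 had a signal of 1085 ± 109 and Oas1a 5660 ± 566, Ifit2 was above background on 1 of its 2 probes, and Ifit3 was not well above background. All 5 sex-linked transcripts were well above background (90.6th percentile), with the 3 probes of Xist between 45 and 673, Ddx3y at 32.8 ± 3.86, Eif2s3y at 2594 ± 259 and Kdm5d at 276 ± 27.6. Uty (named outside the rule) was above background on 1 of its 2 probes, at 8.33 ± 1.80. At 2 times background 4 of the 5 remained, and 4 with all probes required. Xist, which is made from the inactive X chromosome, and transcripts of the Y chromosome were thus above background on the same array. The labels do not settle whether this array holds RNA of a single animal. The paper lists epididymal adipose tissue, which only males have, among the tissues of the same experiment. It does not state the sex of the mice. The cause of the Xist signal was not tested, so no mix of sexes is inferred.

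Perturbed genes that the study names for 2 liver paths were examined in this spleen sample as lists fixed in advance and not chosen on this array, and the lists do not hold every gene named along those paths. Pigc and Chi3l1 of the first list and Camp of the second were not measured, because all their spots were outliers (named outside the rule). Of the 46 measured genes of the first list 38 (82.6%) were detected, at the 95th percentile of random lists. This percentile was not stable, with 54.6 under normexp, 62.4 with the negative control percentile, 68.6 with the positive-and-significant flag and 84.3 for random lists matched on probes per gene. Alg5 gave 425 ± 42.5 and 395 ± 30.1 on its 2 probes, Mvd had 574 ± 57.5, the probes of Pmm1 gave 5090 ± 509 and 79.6 ± 5.13, and Pigv was above background on 3 of its 4 probes. Adcyap1, Ntrk2 and Oxtr, which encode a neuropeptide, a neurotrophin receptor and the oxytocin receptor, were among the genes not well above background. Of the 35 measured genes of the second list 29 (82.9%) were detected, at the 92.9th percentile, which ran from 62.4 with the positive-and-significant flag to 98.7 at 2 times background and was 86.5 for matched random lists. Rpl13a had a signal of 1760 ± 78.0, the probes of Parn gave 1462 ± 146 and 22.2 ± 3.68, and Eif2ak1 and Dcp1a were each above background on 1 of 2 probes. Ltf was saturated, and Defb1, H2bc4, Slc4a10 and Slc4a4 were not well above background.

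In all, 396 probes (1.00%) were saturated, 94 of them with a gene symbol, and 84 genes had a saturated probe. Those in a list included Jchain, S100a8, S100a9, Ltf, Hba-a1 and Rplp0, and their signals are lower bounds. The technical error within the array was taken from 25 probes that were printed in at least 5 spots and were well above background in every spot. Their median coefficient of variation of the processed signal was 26%, with a range from 11 to 49.8%. This median is larger than the Feature Extraction error given with bright signals. The signal also depended on position. The share of spots well above background was 53.1% in the outer zone of the array, 69.1% between the zones and 73.1% in the central zone, and outlier spots made up 6.74%, 1.4% and 0.475%. The median background-subtracted signal was 15.3 in the outer and 97.0 in the central zone, and the median processed signal was 28.7 and 71.9. These medians compare different probes. In 194 pairs of spots of 1 probe (minimum signal 20), the median log2 outer over central was -1.13 for background-subtracted signal. For processed signal it was 0.0627 (interval -0.101 to 0.185), so no clear difference remained in these pairs after the detrend. There were 455 pairs in all, and those under the minimum signal were left out. The 3 spike-in probes compared were higher in the outer zone after the detrend, with log2 ratios of 0.0935, 0.229 and 0.295.

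**Figure D2:**
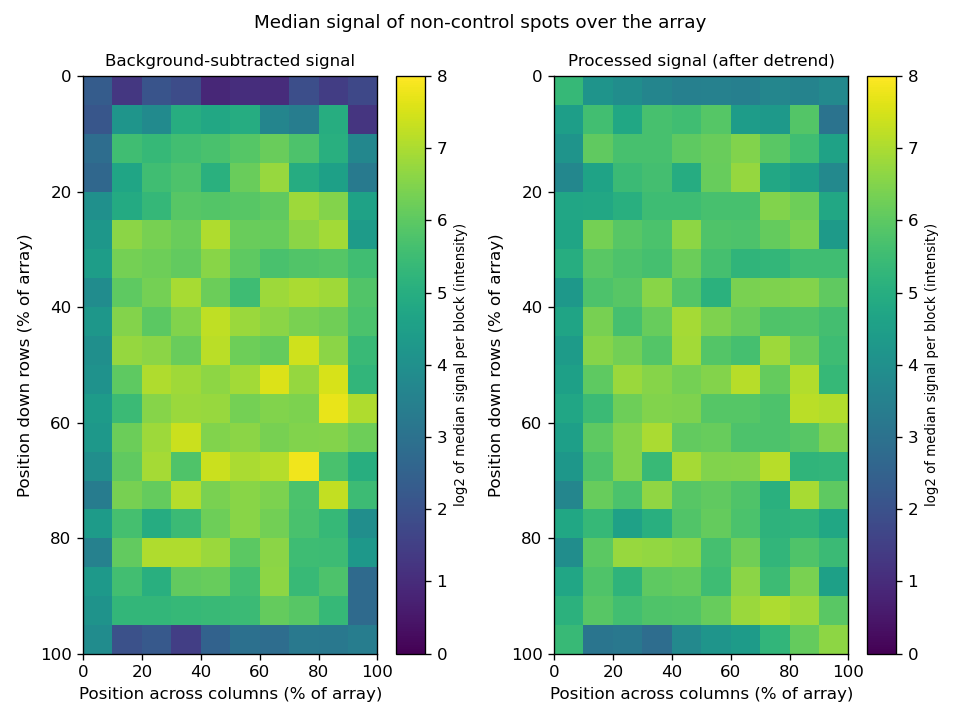
Median signal of non-control spots in blocks of the 1 array, as log2 intensity in colour, with position across the columns and down the rows in percent of the array. The left panel shows the background-subtracted signal, with a median of 15.3 in the outer and 97.0 in the central zone, and the right panel the processed signal after the multiplicative detrend, with medians of 28.7 and 71.9. These medians compare different probes.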

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

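The tests below were written before their values were seen, but the criterion by which an interval excludes an explanation was adopted afterwards. Probes without a gene symbol entered no gene list, and they were saturated more often than the other probes. Of 11933 such probes 302 (2.53%) were saturated, where a count of 0 would allow up to 0.0251%, against 94 of 27473 probes with a symbol (0.342%), a ratio of 7.40. The excess was among predicted-transcript accessions, with 297 of 10859 (2.74%). If accessions of any kind had simply become outdated, unmatched curated NM accessions should be saturated at least as often, but their share was 0.404% (3 of 742), a ratio of 0.148 to the predicted ones with an interval of 0.0450 to 0.483, which argues against this explanation, although the interval passes the stricter bound written beforehand. Among predicted accessions, loss and accession class cannot be told apart, since only 32 such probes matched a gene. Of these 0 were saturated, with an interval up to 10.7%. Copies of abundant transcripts, such as processed pseudogenes and predicted models, may account for the excess. Among named probes those of pseudogenes were saturated 8.73 times as often as those of protein-coding genes, but this rests on 3 saturated probes of 102 and its interval of 2.43 to 30.2 leaves the explanation open. No biological explanation was tested, since the array has no second group.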

How the results depend on the processing

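No paired analysis was possible because only 1 array was used, and for the same reason no replicate could be left out. Each value was recomputed with one choice changed, except that normexp came with the negative control percentile as its detection rule, so that both choices differ there, and the 2-times-background rule, the removal of spots under a detrend surface of 0.5 and the probes in 2 spots were chosen after seeing the data. The share of probes detected was 82.1% with the positive-and-significant flag, 82.9% with the negative control percentile, 84.1% with normexp, 67.1% with outlier spots kept, 55.1% at 2 times background and 69.3% without spots of low detrend surface. The share of genes detected was 86.4%, 87.4% and 88.3% with the first 3 of these, 63.7% when all probes were required, 62.2% at 2 times background and 73.9% without spots of low detrend surface. Of 200 list counts 188 stayed within 1.5 times the reported count and 12 did not, all in lists of other organs. The remaining lists had most members detected already and could not rise past this bound, so only a fall could have moved them. With each of the positive-and-significant flag, the negative control percentile and normexp, 9 adipocyte and 8 male germ cell genes were detected. With all probes required, 4 genes of neurons and glia and 3 of skeletal muscle were. At 2 times background, 4 hepatocyte, 1 adipocyte, 4 neuron and glia and 2 male germ cell genes were. The permissive or strict detection rule thus sets these counts by its own construction. In lists of spleen cell types and processes 134 of the 141 measured genes reached 2 times background, against 137 well above background. Matching random lists on probes per gene moved a percentile by at most 22, for neurons and glia from 69.1 to 47.1, but the detection rule moved percentiles further, for the study's first list down to 54.6 (normexp), for its second to 62.4 and for adipocytes up to 31.1 (both with the positive-and-significant flag), for hepatocytes from 51.1 to 4.74 (2 times background), for interferon-stimulated genes from 81.9 to 43 (normexp), and for neurons and glia to 7.14 with all probes required. Any saturated pixel gave 552 saturated probes. The spread between spots was 13.1% with normexp, whose offset is added to every spot, 24.4% without background correction, 32.1% with outlier spots kept and 17.3% over probes printed in 2 spots. Scaling to probes well above background changed every log2 level by -1.32, and normexp moved 102 of 121 named probes by more than their error (median 0.73 on the log2 scale). The cause of the other changes was not tested.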

Other observations

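The saturated probes with a symbol were counted by gene family after their names had been seen. Of 75 measured ribosomal protein genes 38 (50.7%) had a saturated probe and 73 were detected, against 43 of 18934 genes (0.227%) outside the ribosomal and MHC genes. Of 33 measured MHC genes 3 had a saturated probe, H2-D1, H2-K1 and H2-Q10. Also saturated, and chosen after their values were seen, were Cd74, the invariant chain of MHC class II, Hbb-bt, a beta chain of adult haemoglobin, and Chil3 and Slpi, which are made by myeloid cells.

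The zones were set after the data were seen, and the tests of the detrend and of the permissive threshold were written after their values had been seen, and the spike-in test was added after the pairs of spots had been examined. Spots near the edge of the array were well above background less often than those in its interior. Over 455 probes with 1 spot in the outer and 1 in the central zone, 38.7% were detected in the outer and 58.9% in the central spot, a difference of -20.2 percentage points, with 99 pairs detected in the central spot alone and 7 in the outer spot alone, so that different probes at the edge are argued against. Uneven hybridization over the slide may account for the pattern, since spike-in control probes, which are no part of it, also gave less background-subtracted signal in the outer zone, with log2 ratios from -1.41 to -0.82 and a median of -0.82. This rests on the 3 of 10 spike-in probes that were well above background in every spot and not saturated, and uneven washing or scanning would look alike. Over- or under-correction by the multiplicative detrend is argued against by how the call is made, since 0 of 15006 spots not well above background reached the lowest background-subtracted signal of those that were, whereas 3776 reached their lowest processed signal. The call therefore did not depend on the detrend, and a ratio of processed signals in the pairs, tested at first, does not bear on it. No biological explanation was tested, because position on the slide has no relation to the design.

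Every measured pancreatic acinar transcript was well above background in this spleen sample. A second acinar list of 20 genes, written before its values were seen, had 17 measured genes. Of these 14 were well above background (82.9th percentile of random lists) and 9 reached 2 times background, at the 21.98th percentile. The latter lies below what was predicted beforehand for pancreatic tissue as a source of the whole list. A trace of such tissue is not excluded, because this list also holds transcription factors, which a trace need not raise above background. The secretory members of this list went both ways, since Try4, Try5, Sycn, Zg16, Rnase1 and Dmbt1 reached 2 times background while Pla2g1b, Spink1, Gp2, Serpini2 and Cuzd1 did not (genes chosen after their values were seen). A permissive detection threshold may contribute, but at 2 times background the first list fell only to the 93.4th percentile, between the bounds set for and against it, so this cannot be told apart. The islet transcripts Ins1, Ins2 and Gcg, also chosen after their values were seen, were not well above background.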
